A study of Arabidopsis thaliana with 4 samples.

How the data were processed

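Root tips of WT and lbd_quad plants were digested into protoplasts and sequenced as droplet libraries with 3' transcript ends, per the labels' protocols. The labels name version 2 of the 10x Genomics chemistry. The aligner, genome build, filters on cells and genes, and any removal of doublets are not stated. The authors deposited a single matrix of 20578 rows and 13844 columns of cells. The column names matched the 4 samples for 10529 cells, and the other 3315 columns match no sample of the series and were not used.

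The deposited values are on a natural log scale. Taking the exponential and subtracting 1 gave values that summed to 10000 in each cell, so each value is the natural log of 1 plus the UMIs of the gene per 10000 UMIs of the cell. Within a cell these are whole multiples of the smallest value, and 100% of values came out whole within 0.01, which gives the UMI count per gene and cell and the depth per library. The plan had assumed raw counts. Because the deposited unit is a log value, no count model was used for the main tests, and these were made on means over cells with limma, as planned for normalized values.

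The rows comprised 20511 nuclear gene identifiers, 66 rows of upstream open reading frames with 0.029% of the UMIs and a row named GFP with 0 UMIs. No rows of organelle genes were present, so the planned filter of 10% organelle UMIs had no effect. All cells passed the planned minimum of 500 UMIs and 200 genes, the lowest cell having 562 UMIs. The highest cell of each library had 24810 to 24898 UMIs. Symbols were taken from a reference table of assembly TAIR10.1, in which all 20511 identifiers matched, and no coordinates are given because the build behind the values is not stated. The genes CALS5, PLT7 and YUC4 of the preset lists were not analysed here.

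Doublets were scored with Scrublet in scanpy 1.11.5. It marked 2 of 10529 cells (0.019%), a rate too low to rely on the calls. The 2 cells were removed as planned. Whether doublets were removed before deposit is not stated, so others could remain. The clustering used the 2000 most variable genes, chosen per library and without the 91 genes of the preset lists, 40 principal components, 15 neighbours and Leiden resolution 1, with resolutions 0.5 and 2 as alternatives. A cluster took the name of a class when at least 3 of its fixed markers were raised at least 2-fold over the other cells and found in at least 10% of its cells, more than for any other class, and when its 10 leading genes held no more markers of another class than of its own. The thresholds of 2-fold and 10% and the filter of 0.1 below were set after the data were examined; the comparison of genotype effects between classes was also added then. The markers, lists, other tests and most alternative settings were set before the data were examined. Names are written as "-like" and rest on 81 markers of 10 classes.

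For each gene and library, UMIs per 10000 were averaged over cells, genes with a mean under 0.1 over the libraries were left out except the 4 targeted genes, and log2(value + 0.1) was tested. Fold changes are on this scale and understate the change of low genes. The test was limma 3.58.1 in R 4.3.3 with a mean-dependent prior and Benjamini-Hochberg adjustment at 0.05, with genotype as the only term. Classes were tested separately where every library had at least 20 cells. Differences of the genotype effect between classes were tested in a single limma fit over class and library, with library as a random block. Gene lists were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives. Shares of cells were compared with exact two-sided permutation tests, adjusted over 8 classes. Named genes are the 4 targeted genes, members of preset lists past the threshold, the 5 largest rises and 5 largest falls past the threshold whose library values did not overlap, and in each class the gene with the smallest p in each direction among those past the threshold.

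The tests were checked on simulated libraries drawn from the real means, depths and replicate spread over 9515 genes. Each gene was drawn independently as a library sum, with the replicate spread shuffled between genes. The simulation therefore does not cover averaging over cells or genes that move together. For the comparison over all cells, 141 of 200 genes changed by a log2 fold change of 2 were called (70.5%), with 0 unchanged genes called and 0 genes called when nothing was changed. A simulated list of 14 genes shifted by 1 gave a camera p of 3.3e-17 and a fry p of 0.00518. The estimated correlation within the preset lists ran from 0.04 to 0.578. The camera value thus does not show how camera at a correlation of 0.01 behaves on them. For differences between classes, 159 and 158 of 200 changed genes were called in the pairs that differed and 0 in the pair that did not, at a simulated log2 fold change of 4.

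Depth limits the precision: library totals ran from 7073293 to 21280667 UMIs, and a gene at 0.1 UMIs per 10000 rests on few molecules in a class of 20 cells. Alternatives were median-of-ratios size factors, no filter, a replicate block, leaving out each library, only cells with at least 2000 UMIs, library sums thinned to the shallowest library, doublets kept, a pseudocount of 1, equal numbers of cells, other resolutions and clustering without the changed genes. Added after the data were examined were a pseudocount of 0.01, library sums of recovered UMIs, also with a pseudocount of 0.01 and with limma's voom, removal of the 5% of cells with the highest doublet scores, and limma on log-odds of shares. Also added then were a pseudocount of 1 and doublets kept for the targeted genes and lists, thinned sums for the lists, and the mean makeup of a class in every library for genes named in it. Lists of 10 heat shock genes and of 13 early wound and jasmonate genes were also written after the data were examined. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and igraph 0.11.9 were used.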

Results

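Single-cell transcriptomes were collected from root tips of Arabidopsis thaliana 16 h after the tip had been cut off 7-day-old plants, a treatment after which a root can rebuild its tip. Wild type (WT) was compared with a quadruple mutant of 4 LATERAL ORGAN BOUNDARIES DOMAIN (LBD) genes, lbd6 lbd36 lbd12 lbd15, called lbd_quad here. Roots were digested into protoplasts, which are cells without walls, and transcripts were captured in droplets, so that each value derives from a count of unique molecular identifiers (UMIs). Each genotype had 2 libraries. WT replicate 1 held 1746 cells and 7930684 UMIs, with a median of 2444 UMIs per cell. WT replicate 2 held 5061 cells and 21280667 UMIs, with a median of 2090. The lbd_quad replicate 1 held 846 cells and 7073293 UMIs, with a median of 6364. The lbd_quad replicate 2 held 2876 cells and 15379536 UMIs, with a median of 2522. The number of cells and the depth per cell thus differed within each genotype as well as between them. The study's title concerns the restriction of communication between cells during root regeneration, and the design asks how the 4 LBD genes alter transcription in the cells of the cut tip.

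The 4 targeted genes were examined first, as a check of the genotype labels. A lesion need not lower the amount of transcript, so an unchanged level does not speak against a label. LBD12 (AT2G30130; ASL5 in the reference table) was detected with 1743 UMIs in WT replicate 1, 1988 in WT replicate 2, 336 in lbd_quad replicate 1 and 251 in lbd_quad replicate 2. Its level, as UMIs per 10000 averaged over the cells of a library, was 1.91 ± 0.910 (SD, n = 2) in WT and 0.239 ± 0.137 (SD, n = 2) in lbd_quad. Both mutant libraries lay below both WT libraries, and the log2 fold change was -2.55 (SE 0.41). In limma with Benjamini-Hochberg adjustment the adjusted p was 0.0578 over all genes tested and 0.00120 adjusted over the list alone, so LBD12 passed 0.05 only within the list of 4. Leaving out any 1 of the 4 libraries gave log2 fold changes from -3.03 to -2.07. Such a fit leaves 1 library in a genotype, so its p is not used. Over the alternatives that kept all 4 libraries, the limma adjusted p over all genes ranged from 0.000302 with a replicate block to 0.413 with voom.

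The other 3 targeted genes were sparse. LBD15 (AT2G40470) had 59 and 187 UMIs in the WT libraries and 58 and 123 in the mutant libraries, LBD36 (AT5G66870; ASL1 in the reference table) had 9 and 31 against 13 and 32, and LBD6 (AT1G65620; AS2 in the reference table) had 3 and 41 against 4 and 22. Their log2 fold changes were 0.04 (SE 0.21), 0.08 (SE 0.19) and 0.01 (SE 0.18), each smaller than its standard error. With the pseudocount of 0.1, complete loss would give only -0.067 for LBD6 and -0.239 for LBD36, so the test could hardly show a fall of these 2 genes. For LBD15 complete loss would give -0.658, and no difference was detectable. The sign for LBD6 changed with library sums in place of means over cells. That for LBD15 changed with limma's voom on those sums, and without WT replicate 1 (-0.109) or lbd_quad replicate 2 (-0.018).

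**Figure D1:**
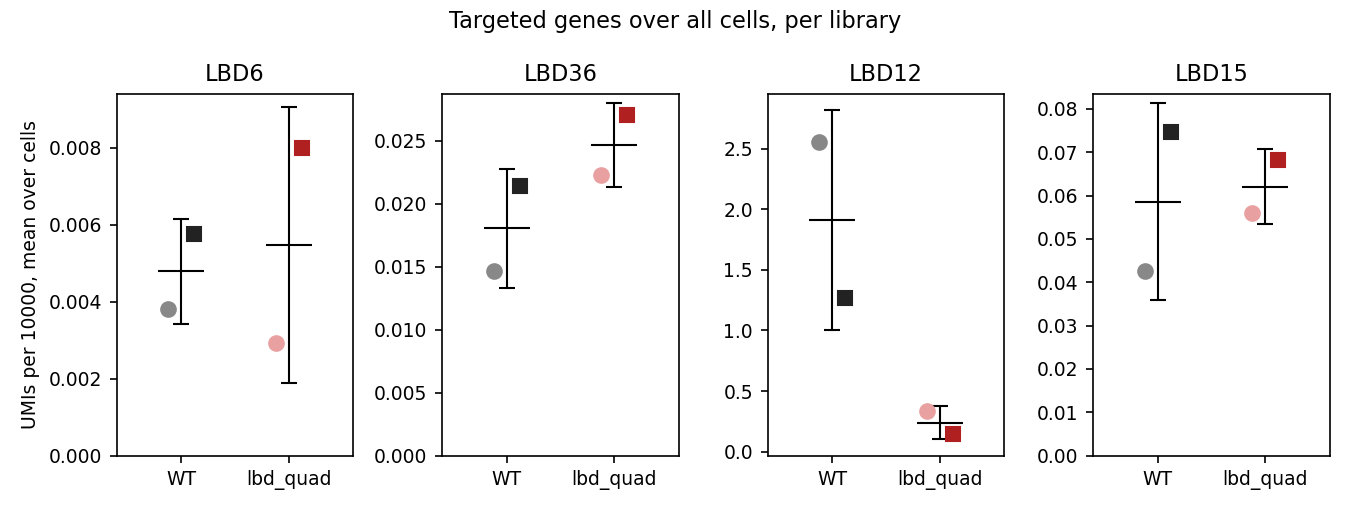
Level of the 4 targeted genes over all cells (y axis, UMIs per 10000 averaged over cells; a separate scale in each panel) in WT (grey and black) and lbd_quad (pink and red), with circles for replicate 1, squares for replicate 2, a horizontal line for the mean and error bars for the SD of 2 libraries. LBD12 has means of 1.91 in WT and 0.239 in lbd_quad, and the other 3 genes differ by less than the standard error of their log2 fold changes.

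LBD12 was lower in the mutant in each cell class with at least 20 cells in all 4 libraries (classes are described below). In cortex-like cells it was at 1.70 and 0.676 UMIs per 10000 in WT and at 0.216 and 0.0906 in lbd_quad, and in endodermis-like cells at 1.57 and 0.706 against 0.0445 and 0.0642. In phloem-like cells it was at 0.364 and 0.496 against 0 and 0.123. The WT levels in these 3 classes lay below the WT library means of 2.553 and 1.266, and free RNA was not excluded there. Root cap-like cells had the highest level of these 4 classes, at 5.66 and 4.38 in WT, and here the mutant libraries differed, with 3.37 in replicate 1 (21 cells) and 0 in replicate 2 (28 cells).

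Genes that differed between genotypes were then sought over all cells, with the library as the unit of replication. Of 9518 genes tested, 37 passed an adjusted p of 0.05 in limma, of which 13 were higher and 24 lower in lbd_quad, and 772 had an unadjusted p under 0.05. The number depended on how the values were formed. With no filter on low values, 0 of 20493 genes passed, with 1557 at an unadjusted p under 0.05, and 1 gene passed when UMIs were summed over each library in place of averaging over cells. Leaving out 1 library gave 168 to 290 genes. The excess of lower genes was not stable: 20 were higher and 20 lower in cells of at least 2000 UMIs, 159 and 131 without WT replicate 1, and 99 and 80 without lbd_quad replicate 2.

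The 5 largest rises among the 37 genes were those of GRP5, LTP2, GL22, AT3G10930 and TED6. GRP5 (AT3G20470) rose by a log2 fold change of 3.96 (SE 0.26; limma adjusted p 0.00444), from 0.00359 ± 0.00508 UMIs per 10000 in WT to 1.53 ± 0.324 in lbd_quad (SD, n = 2). It had 3 UMIs in the WT libraries together and 4066 in the mutant libraries, a depth-scaled ratio of 1760 with an exact 95% interval of 604 to 8560 that covers counting error only. LTP2 (AT2G38530) rose from 0.135 ± 0.0734 to 1.31 ± 0.496, a log2 fold change of 2.58 (SE 0.35). AT3G10930, the most abundant of the 5, rose from 0.928 ± 0.322 to 5.37 ± 0.355, a log2 fold change of 2.45 (SE 0.32). GL22 (AT1G02335) and TED6 (AT1G43790) rose by 2.51 (SE 0.28) and 2.31 (SE 0.29) on the log2 scale. The limma adjusted p of the last 4 lay between 0.0192 and 0.0313.

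The 5 largest falls were those of AGP30, AT3G06460, AT4G15160, GulLO5 and AT2G43890. AGP30 (AT2G33790) had a log2 fold change of -4.96 (SE 0.61; limma adjusted p 0.0238), with 6.21 ± 5.07 UMIs per 10000 in WT and 0.0798 ± 0.0940 in lbd_quad (SD, n = 2). The WT libraries differed from each other, at 9.80 and 2.62, by less than either differed from the mutant libraries on the log2 scale. AT3G06460 had a log2 fold change of -4.63 (SE 0.36; limma adjusted p 0.00862), with 3.99 ± 0.793 in WT and 0.0718 ± 0.0766 in lbd_quad. AT4G15160 was the most abundant, at 12.02 ± 3.33 in WT and 0.796 ± 0.228 in lbd_quad, a log2 fold change of -3.75 (SE 0.34). GulLO5 (AT2G46740) and AT2G43890 each had a log2 fold change of -3.06 (SE 0.32 and 0.30). The limma adjusted p of the last 3 lay between 0.0179 and 0.0190. All 10 genes kept their direction under each of 16 alternatives, and each passed the threshold in 9 to 14 of them. Since the 10 genes were chosen for library values that did not overlap, leaving out a library could not reverse them. The kept direction in those alternatives is therefore no separate support. The names AGP30, GRP5 and LTP2 are those of members of multigene families, and how reads shared between relatives were counted is not stated. The values of these genes are therefore less certain. GRP5, LTP2, GL22, AT3G10930, TED6 and AT4G15160 were highest in clusters with under 10 cells in some library, and free RNA was not excluded for them.

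**Figure D2:**
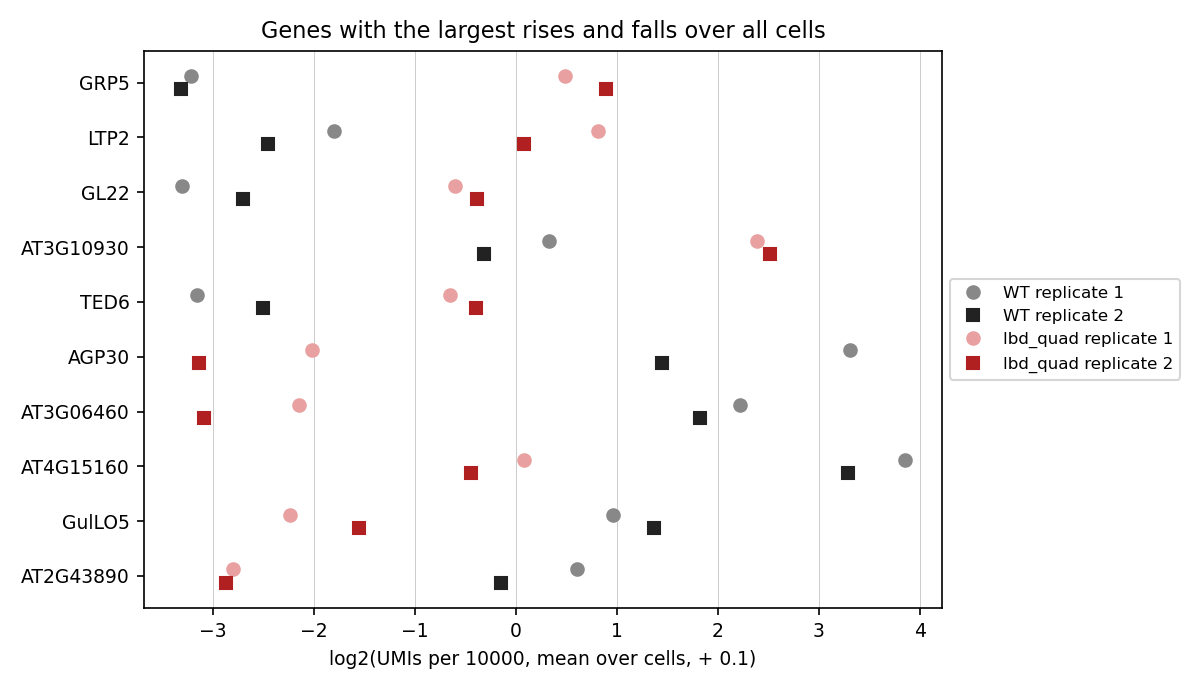
Level per library of the 5 genes with the largest rises and the 5 with the largest falls over all cells (x axis, log2 of UMIs per 10000 averaged over cells plus 0.1), with circles for replicate 1 and squares for replicate 2 of WT (grey and black) and lbd_quad (pink and red). The mutant points lie to the right of the WT points for the upper 5 genes and to the left for the lower 5, with log2 fold changes from 3.96 for GRP5 to -4.96 for AGP30.

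To ask whether gene groups tied to the study's subject shifted together, 4 lists were tested with limma's camera. None of the 4 lists shifted past the threshold. The callose and plasmodesmata list, whose products build or regulate the channels between plant cells, had 14 members tested, a median log2 fold change of -0.13 and an adjusted p of 0.434. The auxin response list (8 members) had a median of -0.19 and an adjusted p of 0.434, the cell division list (3 members) a median of 0.19 and 0.434, and the wounding and regeneration list (9 members) a median of 0.09 and 0.522. Neither fry nor camera with an estimated correlation called any list, with unadjusted p from 0.316 to 0.858. The median of the callose list changed sign without a filter on low values, to 0.06 over 31 members, where the mean stayed negative. No member of a list passed the threshold over all genes tested. Adjusted over the list alone, 2 members of the wounding and regeneration list passed and none of the other 3 lists. They were YUC9 (AT1G04180), with a log2 fold change of -1.36 (SE 0.31; limma adjusted p over all genes 0.139), and ERF114 (AT5G61890), with 0.83 (SE 0.25; limma adjusted p over all genes 0.306), and these 2 were named after their values were seen.

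Cells were next sorted into classes. Clustering without the preset genes gave 31 clusters, of which 16 carried enough of the fixed markers for a name and 15 stayed unnamed. The named clusters formed 8 classes. Unnamed clusters held 52.2% ± 3.70 of WT cells and 67.9% ± 17.9 of lbd_quad cells (SD, n = 2), so the shares below describe a minority of the mutant cells. With 2 libraries against 2, an exact two-sided permutation test cannot give a p under 0.333, and no share could pass 0.05.

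Hair-cell epidermis-like cells made up 7.52% ± 4.73 of WT cells and 0.908% ± 0.781 of lbd_quad cells (SD, n = 2; exact permutation p 0.333, adjusted 0.889 over 8 classes). Because genes that changed between genotypes were among those that set the hair-cell and root cap clusters apart, the shares were also taken from a clustering without the 37 changed genes. There the hair-cell share was 6.64% ± 3.48 in WT and 1.10% ± 1.05 in lbd_quad. Endodermis-like cells made up 12.2% ± 3.79 and 6.23% ± 1.61 (exact permutation p 0.333, adjusted 0.889), and 11.1% ± 3.85 and 5.86% ± 0.911 without the changed genes. Root cap-like cells made up 4.90% ± 0.609 and 1.73% ± 1.07 (exact permutation p 0.333, adjusted 0.889), and 4.78% ± 0.776 and 1.54% ± 0.844 without the changed genes. These are shares of all cells, and a larger unnamed share lowers those of the named classes. Unnamed clusters held 54.8% and 49.6% of the WT libraries and 80.6% and 55.3% of the mutant libraries. The lower endodermis-like and root cap-like shares are therefore not shown to hold among named cells alone. The root cap direction depended on the clustering resolution. At resolution 2 a cluster of 240 cells, 0 and 7 from the WT libraries and 54 and 179 from the mutant libraries, also carried the root cap name, and the class then held 5.07% ± 0.440 of WT and 6.97% ± 0.863 of lbd_quad cells.

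The shares of the other 5 classes overlapped between genotypes, with mutant minus WT differences from -0.61 to 0.88 percentage points. Cortex-like cells made up 11.40% ± 3.48 of WT and 10.8% ± 6.06 of lbd_quad cells, and the difference changed sign in the clustering without the changed genes. The quiescent centre and stem cell niche-like class had 1 and 3 cells in the replicate 1 libraries and 109 and 104 in the replicate 2 libraries of WT and lbd_quad.

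**Figure D3:**
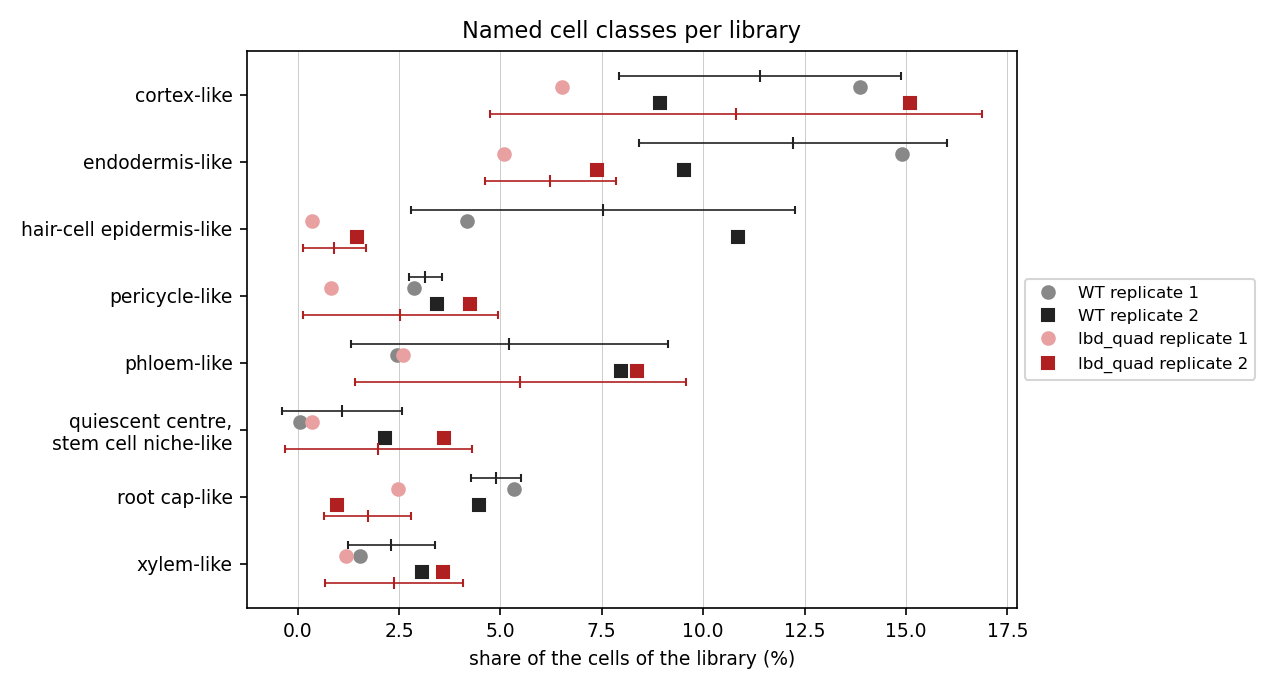
Share of the cells of each library (x axis, %) in the 8 named classes, with circles for replicate 1 and squares for replicate 2 of WT (grey and black) and lbd_quad (pink and red), and bars for the mean and SD of 2 libraries. Hair-cell epidermis-like, endodermis-like and root cap-like cells have lower shares in both mutant libraries than in both WT libraries, and the other 5 classes overlap. The total includes unnamed cells.

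Changes within classes were tested in the 4 classes with at least 20 cells in every library. Cortex-like cells had 36 genes past the threshold in limma (13 higher and 23 lower in lbd_quad, of 8649), endodermis-like cells 75 (37 higher and 38 lower, of 8609) and root cap-like cells 60 (24 higher and 36 lower, of 6289). Phloem-like cells had 0 of 8982 genes past the threshold in limma, with 446 at an unadjusted p under 0.05. With no filter on low values, all 4 classes had 0. The endodermis-like count was 5 without WT replicate 1, 19 without WT replicate 2, 210 without lbd_quad replicate 1 and 628 without lbd_quad replicate 2. Of the 36 cortex-like genes, 11 remained past the threshold without WT replicate 2 and 12 without lbd_quad replicate 2. Without any 1 of the 4 libraries the root cap-like cells had 0 as well. In the root cap-like cells the median log2 fold change of all tested genes was -0.38, and scaling by median-of-ratios size factors moved it to -0.16 and left 17 higher and 6 lower genes. That class rested on 21 and 28 cells in the mutant libraries, of which 15 and 24 belonged at resolution 2 to the cluster of 240 cells, against 0 of the 319 WT cells of the class.

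In cortex-like cells the gene with the smallest p among those that rose was AT5G24580, from 0.0858 ± 0.00497 to 1.11 ± 0.0660 UMIs per 10000 (SD, n = 2; log2 fold change 2.71, SE 0.34, limma adjusted p 0.0178). Among those that fell it was CEP2 (AT3G48340), from 2.12 ± 0.302 to 0.0324 ± 0.00874 (log2 fold change -4.06, SE 0.34, limma adjusted p 0.00258). CEP2 also led the falls in endodermis-like cells, with 308 UMIs in the WT libraries and 0 in the mutant libraries. Against a floor of 3 UMIs over both mutant libraries, its pooled level was at least 48.3-fold lower in lbd_quad (limma adjusted p 0.00150). CEP2 was most abundant in root cap-like cells, at 208 and 141 UMIs per 10000 in WT and 159 and 148 in lbd_quad. Over all cells it was at 19.6 and 14.8 in WT and at 4.48 and 1.85 in lbd_quad, and phloem-like cells had 1.01 and 1.18 against 0.14 and 0. The cortex-like and endodermis-like levels in WT were 9.93% to 16.2% of the library means, so free RNA was not excluded for CEP2 in these 2 classes.

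The leading rise in endodermis-like cells was AT4G13580, from 2.02 ± 0.325 to 13.2 ± 1.48 (SD, n = 2; log2 fold change 2.65, SE 0.32, limma adjusted p 0.0114). AT4G13580 failed the threshold in cells of at least 2000 UMIs (limma adjusted p 0.133), at resolution 2 (0.0561) and with no filter (0.265). It passed with size factors, a replicate block, equal numbers of cells and resolution 0.5. Its log2 fold change was 2.50 to 2.81 without a library, and it also failed the threshold when WT replicate 1 or WT replicate 2 was left out. AT4G13580 is among the 10 leading genes of cluster 30, which made up 2.31% and 4.77% of the endodermis-like cells in WT and 25.6% and 13.7% in lbd_quad. Within cluster 30 its level was 77.4 and 46.3 in WT and 55.7 and 80.3 in lbd_quad, from 6, 23, 11 and 29 cells, and the genotypes overlapped. In cluster 1, the rest of the class, it was 0 and 0.0379 in WT and 0 and 1.35 in lbd_quad. With the mean makeup of the libraries in each library, a comparison chosen after seeing the data, the log2 fold change was 0.238 in place of 2.65, so most of the rise followed the makeup of the class. In root cap-like cells AT5G38940 rose from 1.38 ± 0.126 to 51.1 ± 7.97 (log2 fold change 5.11, SE 0.57, limma adjusted p 7.53e-06). AT3G06460 fell in the same cells, from 77.5 ± 4.41 to 3.41 ± 2.29 (log2 fold change -4.64, SE 0.58, limma adjusted p 4.03e-05). AT3G06460 is among the 10 leading genes of cluster 17, which made up 71.0% and 60.6% of root cap-like cells in WT and 85.7% and 96.4% in lbd_quad. At resolution 2 it led a cluster that held 71.0% and 60.6% of the root cap-like cells in WT and 14.3% and 10.7% in lbd_quad, so a change in makeup at that resolution was not excluded for its fall. Both root cap genes failed the threshold without any 1 library.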

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

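The comparison of genotype effects between classes, with its tests at other resolutions and with equal numbers of cells, was added after the data were examined. The genotype effect differed between cell classes in a test of the difference itself, limma over class and library with Benjamini-Hochberg adjustment over 9177 genes. It differed for 3 genes between cortex-like and endodermis-like cells, 8 between cortex-like and phloem-like, 25 between endodermis-like and phloem-like, 53 between cortex-like and root cap-like, 95 between phloem-like and root cap-like and 119 between endodermis-like and root cap-like cells. The 3 pairs with root cap-like cells held 267 of these calls and the 3 pairs without them 36.

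The root cap-like class is also the class with the fewest cells, 21 and 28 in the mutant libraries. When every class and library was reduced to 21 cells, the pairs with root cap-like cells had 6 genes, all between endodermis-like and root cap-like cells, and the other pairs 0. So few calls do not decide whether small numbers of cells produced the differences, and that explanation cannot be told apart from a class-specific effect. With classes named at resolution 2 the pairs with root cap-like cells had 999 genes, and at resolution 0.5 they had 179. At resolution 2 the class takes in a cluster of 240 cells with 0 and 7 cells from the WT libraries and 54 and 179 from the mutant libraries, of which 201 were outside the class at resolution 1. Adding cells mostly of 1 genotype changes the comparison itself, so the 999 genes do not decide whether the makeup of the class produced the 267 calls. The other 39 cells of that cluster were in the class at resolution 1, where they made up 71.4% and 85.7% of the root cap-like cells of the mutant libraries and 0 of the 319 in WT. Since clusters are drawn from expression, such a split can arise from different kinds of cell or from a response inside 1 kind, so a different makeup cannot be told apart from a class-specific effect. The comparison was not repeated with size factors or without a library, so scaling was not tested for the 267 calls. The median log2 fold change of all tested genes was -0.377 in root cap-like cells. It was 0.009 in cortex-like, -0.008 in endodermis-like and -0.043 in phloem-like cells. With size factors the genes called within root cap-like cells went from 60 to 23, so a difference in scaling stays open. A response to the LBD lesions that differs between root cap and inner tissues also stays open, as do doublets, since too few cells were marked to rely on the calls.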

How the results depend on the processing

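Alternatives chosen after seeing the data are the pseudocount of 0.01, the library sums of recovered UMIs in their 3 forms, the removal of high doublet scores, limma on log-odds, a pseudocount of 1 and doublets kept for the targeted genes and lists, thinned sums for the lists, and all settings of the comparison between classes. The main edgeR test planned for summed UMIs, the planned DESeq2 Wald test, its size factors and the edgeR test of cell counts were not run. Camera on voom values of the sums had been the main test planned for the lists. Expression was deposited as log values, so limma was used there with median-of-ratios factors as the other scaling; numbers of cells are counts, and limma on log-odds was used for them. No quiescent centre and stem cell niche-like cluster was named at resolution 0.5. Unless a reason is given, the cause was not tested.

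Over all cells 37 genes passed. The count was 19 with size factors, 20 with a pseudocount of 1, and 0 with no filter, where 20493 genes in place of 9518 were tested. It was 1 with library sums of recovered UMIs, 1 with those sums at a pseudocount of 0.01, 1 with thinned sums and 0 with voom on the sums (724 at an unadjusted p under 0.05). Sums weight cells by their depth and means over cells do not. The count stayed within 1.5 times with 40 genes in cells of at least 2000 UMIs (20 higher, 20 lower; 29 among the 37), 36 with doublets kept, 45 without high doublet scores and 31 with a pseudocount of 0.01. It was 290 without WT replicate 1, 260 without WT replicate 2, 168 without lbd_quad replicate 1 and 179 without lbd_quad replicate 2, and 36 or 37 of the 37 genes remained in each. Against 13 higher and 24 lower, these were 159 and 131, 96 and 164, 74 and 94, and 99 and 80. In those fits the lone library is assumed to vary like the other genotype.

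For cortex-like cells the 36 genes became 0 with no filter, 6 in cells of at least 2000 UMIs, 66 with equal numbers of cells and 17 at resolution 2, and 25 to 37 without a library. Without WT replicate 1 there were 37 (19 higher, 18 lower), of which 25 were among the 36, without WT replicate 2 25 (2 and 23; 11 shared), without lbd_quad replicate 1 28 (8 and 20; 22 shared) and without lbd_quad replicate 2 32 (17 and 15; 12 shared). For endodermis-like cells the 75 genes became 0 with no filter, 4 in cells of at least 2000 UMIs and 6 at resolution 2. Without WT replicate 1 there were 5 (all among the 75), without WT replicate 2 19 (13 shared), without lbd_quad replicate 1 210 and without lbd_quad replicate 2 628 (75 shared in each). For phloem-like cells the 0 genes became 23 with equal numbers of cells, and 0 to 1 without a library, the 1 without lbd_quad replicate 2. For root cap-like cells the 60 genes became 23 with size factors (17 higher, 6 lower), 0 with no filter, 96 with equal numbers of cells, 368 at resolution 2 and 0 without any of the 4 libraries. Of the 368, 37 were among the 60.

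Apart from the 4 targeted genes, the named genes kept their direction in all 226 pairs of gene and alternative (10 genes over all cells with 16 alternatives, 6 in classes with 11), and 151 of these passed the threshold. The 10 genes over all cells were chosen for library values that did not overlap. Leaving out a library or changing the pseudocount could therefore not reverse them, and the kept direction there is no separate support. All 16 failed the threshold with no filter, 9 of 10 failed it with library sums or thinned sums, and all 10 failed it with voom. With the mean makeup of a class in every library, also chosen after seeing the data and given no test, the log2 fold change of AT4G13580 in endodermis-like cells went from 2.65 to 0.238, because cluster 30 carried it. The other 5 values in classes went to 2.907, -3.887, -4.429, 4.706 and -5.069, each in the same direction as before.

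LBD12 was lower in the mutant under all 16 alternatives. Its log2 fold change was -3.03 to -2.07 without a library. LBD36 kept its sign, at 0.04 to 0.12 without a library. LBD6 changed sign to -0.023 in cells of at least 2000 UMIs, -0.026 with thinned sums, -0.018 with library sums, -0.041 with sums at a pseudocount of 0.01 and -0.25 with voom, and was -0.026 to 0.044 without a library. LBD15 was -0.063 with voom and -0.11 to 0.18 without a library. These 2 genes are too sparse for a direction.

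No list was called under any alternative. The median of the callose and plasmodesmata list was 0.056 with no filter (mean negative) and -0.33 to 0.036 without a library, positive without WT replicate 2. That of the wounding and regeneration list was -0.11 to 0.57 without a library, negative without WT replicate 2 or lbd_quad replicate 1. The cell division list was at -0.033 with voom (mean positive) and 0.073 to 0.31 without a library, and the auxin response list at -0.32 to -0.04. Without lbd_quad replicate 1, camera gave the callose list as higher and the cell division list as lower, against the sign of their medians.

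Among shares, the mutant minus WT difference in percentage points changed sign for cortex-like cells clustered without the changed genes (3.06), phloem-like cells of at least 2000 UMIs (-0.90) and root cap-like cells at resolution 2 (1.90). The log2 odds of xylem-like cells differed by -0.055 in limma on log-odds, with and without a replicate block, against 0.08 points. Without a library the differences were -4.88 to 3.69 for cortex, -2.32 to 1.09 for pericycle, -2.62 to 3.16 for phloem, -0.75 to 2.51 for quiescent centre and -1.12 to 1.28 for xylem, while endodermis (-8.66 to -3.29), hair-cell epidermis (-9.96 to -3.27) and root cap (-3.92 to -2.41) stayed lower in the mutant. No share passed 0.05 in limma on log-odds; the lowest adjusted p was 0.190 for hair-cell epidermis-like cells.

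The libraries share replicate numbers, and deviations of same-numbered libraries correlated at 0.51 across genes. Phloem-like shares also followed the number, at 2.46% and 2.61% in the replicate 1 libraries of WT and lbd_quad and 7.98% and 8.38% in replicate 2. Those of cortex-like and endodermis-like cells moved in opposite directions in the genotypes. With 2 pairs and no label of a shared batch, whether the libraries are paired stays open. With a replicate block 504 genes passed over all cells, 471 in cortex-like, 457 in endodermis-like, 56 in phloem-like and 296 in root cap-like cells, including all genes called without it. LBD12 stayed at -2.55, then past the threshold (limma adjusted p 0.000302), and no list or share was called (hair-cell epidermis 0.0588). Depth limits LBD6, LBD15 and LBD36, which had 3 to 187 UMIs per library.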

Other observations

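The tests of heat shock, of root cap cells in cluster 3 and of the early wound list, and the division of the 37 changed genes by their highest cluster, were chosen after the values were seen; the other tests here were set out before. The first pattern is the set of 37 genes changed over all cells. A different mix of clusters between genotypes was tested by giving every library the same mix of 14 clusters made without the changed genes, which held 64.3% to 72.7% of the cells of a library. For the 33 genes that stayed above the filter, the median share kept was 91.7% of the log2 fold change in the same cells with the mix as found. Against the log2 fold change over all cells, 14 genes whose highest cluster was among these clusters kept a median of 89.8% (59.2% to 134.6%). The other 19 kept a median of 76.2% (56.8% to 95.6%). These values argue against the mix of these clusters as the whole cause. Free RNA shared by the droplets of a library was tested in the cluster where each gene was highest among the 14 clusters used. The other 14 of the 28 clusters had under 10 cells in some library. For 14 genes that was also the highest of all 28 clusters, and there they kept 60.6% to 226.9% of their fold change (median 126.6%), which argues against free RNA as the cause for these 14. AGP30, AT3G06460, GulLO5 and AT2G43890 are among them. The other 23 genes, among them GRP5, LTP2, GL22, AT3G10930, TED6 and AT4G15160, were higher in a cluster that could not enter. They kept a median of 78.1% in the cluster tested, with 6 genes under 50%, GL22 at 12.5%, TED6 at 15.1%, AT4G15630 at 15.5% and ADF11 reversed at -40.1%. GL22 and TED6 were highest in a xylem-like cluster with 9 cells in lbd_quad replicate 1. The median of 99.4% over the 29 genes at least 5 times above the median cluster mixes both kinds and does not decide for the set. For the other 23 genes free RNA cannot be told apart from a change inside cells, nor was a change in the share of a left-out cluster, carried into other droplets as free RNA, excluded. Differences between the libraries in handling, and changes of state inside clusters, stay open beside an effect of the lesions.

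LBD12 was lower in the mutant over all cells. With the same mix of clusters its log2 fold change was -1.88, against -2.14 in the same cells with the mix as found, so the mix of these clusters alone does not account for most of the fall. In WT its highest level was in cluster 25, a root cap-like cluster, at 12.1 and 7.84 UMIs per 10000, where lbd_quad had 3 and 1 cells, and free RNA from such cells was not excluded. Whether the mutant alleles lower the transcript was not tested.

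Some clusters were almost wholly of 1 genotype. In the clustering without the 37 changed genes, cluster 11 held 0.135% ± 0.0516 of WT cells and 12.96% ± 4.96 of lbd_quad cells (SD, n = 2; exact two-sided permutation p 0.333, the smallest possible), with 3 and 5 cells in the WT libraries and 139 and 272 in the mutant libraries. Of its 419 cells, 399 came from cluster 3 of the main clustering, an unnamed cluster led by GRP5 and LTP2. Of the cells of cluster 3, 56.0% fell into clusters at least 90% mutant once the changed genes were left out, so those genes did not alone draw these cells together, though the remainder spread over more mixed clusters. Shallow cells do not account for it, since among cells of at least 2000 UMIs the difference in the share of cluster 3 was 23.2 percentage points, against 21.7 in all cells. Heat shock during protoplasting was weighed with a list of 10 heat shock genes, of which 7 were tested. Its median log2 fold change was 0.18, and its mean level was lowest in lbd_quad replicate 1 and highest in lbd_quad replicate 2, so the genotypes overlapped. Only 29 cells of cluster 3 (3.9%) fell in root cap clusters at resolution 2, which argues against root cap cells as its source. A cell state found mainly in the mutant is a hypothesis that these tests leave standing, and other differences in handling between libraries and any undetected doublets were not tested.

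Clusters 9 and 10 of the main clustering were mostly of WT cells from both WT libraries, with 175 and 283 WT cells against 3 and 11 mutant cells, and 78 and 326 against 5 and 4. The changed genes AT2G43890 and AGP30 are among their leading genes, so their sizes are not compared. In the clustering without the changed genes, AGP30 was among the leading genes of cluster 3. That cluster held 10.4% and 9.94% of the cells of the WT libraries and 1.9% and 1.18% of the mutant libraries. AT2G43890 was among the leading genes of cluster 10 there, which overlapped between genotypes, at 6.24% and 3.62% against 2.01% and 3.89%. The cells these clusters share with those of the main clustering were not counted. Cluster 23 of the main clustering held 172 cells of WT replicate 1 and 1 cell of each other library, and it had LBD12 at 5.57 UMIs per 10000. With the other WT library nearly absent from it, it may be a feature of that library. Leaving out WT replicate 1 moved the log2 fold change of LBD12 over all cells from -2.55 to -2.07, and leaving out lbd_quad replicate 2 moved it to -2.13, so the fall does not rest on that cluster alone.

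A list of 13 early wound and jasmonate genes, 0 of them in the preset lists, had 11 members tested and all 11 were higher in lbd_quad, with a median log2 fold change of 0.68. Both mutant libraries had higher mean levels of the list than both WT libraries, and camera gave an unadjusted p of 7.22e-07, but fry gave 0.194 and camera with an estimated correlation (0.56 between genes) 0.181. The list is therefore not shown to differ once its genes are allowed to move together. With the same mix of clusters the median was 0.33, which is 54.5% of the 0.60 found in the same cells with the mix as found. With no spread to set it against, how far the mix of clusters accounts for the rise cannot be told apart from a change inside clusters.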
